A study of Homo sapiens with 4 samples. Its data were reported in "Indisulam synergizes with palbociclib to induce senescence through inhibition of CDK2 kinase activity" (2022).

How the data were processed

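RNA was sequenced from A549 cells, an established human lung adenocarcinoma line, in which the kinase gene CDK2 had been knocked out. Per the labels, 2 samples were untreated and 2 were exposed to 2 µM palbociclib, an inhibitor of the kinases CDK4 and CDK6, for 10 days. The label titles of both groups are A3 and A4, which gave the samples replicate numbers 3 and 4 and paired them across the groups. The series describes its duplicates as technical, and no label says what sets A3 apart from A4. No sample with intact CDK2 was analysed here.

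The authors prepared stranded poly(A) libraries, sequenced them with single-end reads and aligned the reads to the human genome build hg38. The files the authors deposited hold raw read counts, 1 file per library, for 60279 Ensembl gene identifiers. Rows for reads that fell in no gene, in more than 1 gene or at more than 1 place in the genome followed the genes of each chromosome. The aligner, the counting program, the annotation release and whether strand was used in counting were not stated. Multiply aligned reads were therefore counted for no gene, which lowers the counts of genes with near-identical copies, and the counts of genes that overlap another gene on the opposite strand were treated as uncertain.

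Gene symbols, coordinates, GC content and transcript length came from GENCODE release 44 on GRCh38, the same build as hg38. A symbol was found for 56104 identifiers in the files and for 14572 of the 14790 genes tested. GC content and length were found for 98.5% of the genes tested.

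Counts were scaled by the total over all genes of each library, since the authors scaled by a relative total size factor. Genes were kept by the filterByExpr function of edgeR 4.0.16 in R 4.3.3, which left 14790. Palbociclib was compared with untreated by edgeR's quasi-likelihood test (glmQLFit with robust estimation and glmQLFTest, two-sided), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed when its adjusted p-value was under 0.05. The fit without a replicate block was the main one, as the methods of the study name no block, and a fit with the replicate number as a block was made beside it. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. Levels are given as CPM, the reads of a gene scaled to a common library total, and the log2 CPM used for replicate comparisons and for the changes within a pair carried a prior count of 2. An exact permutation test of 2 samples against 2 cannot give a p-value below 0.333, so no such test was used.

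Gene set enrichment followed the study in ranking genes by log2 fold change. It was run with fgsea 1.28.0 (fgseaSimple, weight 1, 10000 gene permutations), which treats genes and not samples as the exchangeable units. The 5 senescence sets were those listed by the study, named here by first author: Casella, Purcell, Fridman, and from Hernandez-Segura a set of genes raised in senescence and a set of senescence-associated secretory phenotype (SASP) genes. Lists of S-phase and G2/M genes, a list of 17 markers (drug targets, genes measured in the study, and CCND1; CDKN2A was not included), and 4 further lists (cholesterol synthesis, lysosome, p53 targets and interferon response) were fixed before the data were examined. Adjustment was made within each family of sets. Beside each score, the median log2 fold change of the list was placed among 10000 random lists matched on mean expression in 20 bins.

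The genes named were chosen by a rule fixed before the data were examined. They were the 5 with the largest increase and the 5 with the largest decrease among genes with a symbol, an adjusted p-value under 0.05, a mean of at least 5 CPM and the same direction in both same-numbered pairs, together with the 17 markers and, for each senescence set, the 3 called members with the largest log2 fold change. Genes named in comparisons of A3 with A4, the histone genes and MTND1P23 were chosen after their values were seen.

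The total gene count per library ran from 18313054 to 25087876. A count of 3 was taken as the floor, which was 0.12 to 0.164 CPM across the libraries. Folds against a group at or under the floor are given as bounds. Each bound sets the mean CPM of the other group against the mean floor, so it does not bound the fold within a pair. Reads carried no molecular identifiers, so floors cover counting error only.

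The tests were tried on simulated counts drawn from the means, dispersions and library sizes of the data, with 200 genes changed. Among 14451 genes tested, the fit without the block recovered 34 of 100 genes changed by 1 on the log2 scale and 81 of 100 changed by 2, with 5 false calls among 120. With the block, 33 and 80 were recovered and 7 of 120 calls were false. The simulated samples shared no replicate effect, and their dispersions came from the fit without the block. The simulation therefore cannot tell how the block performs where same-numbered samples deviate together. In the enrichment test, 4 of 100 random sets had an unadjusted p-value under 0.05, and a planted set of 40 raised genes scored 3.00.

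The alternatives were TMM factors (edgeR) and DESeq2 size factors, the replicate block alone and with TMM factors, leaving out each sample in turn, a filter of at least 10 counts in every sample, a filter of at least 1 count in any sample, the DESeq2 1.42.0 Wald test, limma-voom (limma 3.58.1), a test against a 2-fold change, thinning to the smallest library total, ranking by the signed square root of F, a prior count of 5, weight 0, camera with an inter-gene correlation of 0.01, and matching of older gene symbols. Removal of GC and length trends (loess, span 0.5) was added after the data were seen, as were the settings tried on the replicate correlation. Splicing, the other cell lines and drugs of the study, and the sites of the guide RNAs were not analysed here.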

Results

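Gene expression was measured by RNA sequencing in CDK2 knockout A549 cells, with 2 untreated samples and 2 samples treated with 2 µM palbociclib for 10 days. The samples are named by group and by the numbers A3 and A4 of their labels. The total gene count was 20281668 in untreated A3, 25087876 in untreated A4, 20168466 in palbociclib A3 and 18313054 in palbociclib A4. At least 1 read was counted for 20808, 21340, 22028 and 21177 genes in the same order. The 10 most abundant genes took 6.61% and 6.6% of the gene counts in untreated A3 and A4, and 8.45% and 7.59% in palbociclib A3 and A4. Reads aligned to more than 1 place made up 5.59% to 6.28% of all reads and entered no gene count.

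The knocked-out gene was examined first. CDK2 (ENSG00000123374) lies on chromosome 12 from 55966781 to 55972789 on the plus strand of GRCh38, and overlaps PMEL on the opposite strand. Its transcript was still counted in every sample, with 991 reads in untreated A3, 2010 in untreated A4, 156 in palbociclib A3 and 254 in palbociclib A4. CDK2 averaged 64.5 ± 22.1 CPM (SD, n = 2) in untreated cells and 10.8 ± 4.34 CPM (SD, n = 2) in treated cells. The log2 fold change was -2.58 (SE 0.41), with an adjusted p of 0.014 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -2.59 with an adjusted p of 4.53e-05 in that test with the replicate block. A transcript count does not tell whether functional protein was made, and there was no sample with intact CDK2 to set these values against. The study examined CDK2 protein by Western blot in A549 knockout and control cells. Without a filter on low counts the CDK2 call was lost, at an adjusted p of 0.0706 in the same edgeR test.

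The samples of a group were then compared with each other. Across the 14790 genes tested, log2 CPM values correlated at 0.965 (Pearson) between the untreated samples and at 0.964 between the treated samples, against 0.875 to 0.902 between samples of different groups. These are correlations across genes, which are not independent replicates. The paired samples of a group differed by more than sampling noise, with a chi-square per degree of freedom of 43.5 over 14126 genes in the untreated group and 32.8 over 14404 genes in the treated group. Samples that shared a number deviated from their group means in the same way. The correlation of these deviations across genes was 0.678. The first principal component held 73.0% of the variance and separated treated from untreated samples, and the next held 22.7% and separated A3 from A4. In the fit with the replicate block, 542 genes differed between A4 and A3 at an adjusted p-value under 0.05, of which 276 were higher in A4 and 266 higher in A3, and 245 differed at least 4-fold. CDH2, chosen after its values were seen, was counted at 97.4 CPM in untreated A3 and 78.5 CPM in palbociclib A3, but at 0 and 0.0546 CPM in the corresponding A4 samples. EMB, chosen likewise, had no reads in either A3 sample and 29.0 CPM in each A4 sample.

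**Figure D1:**
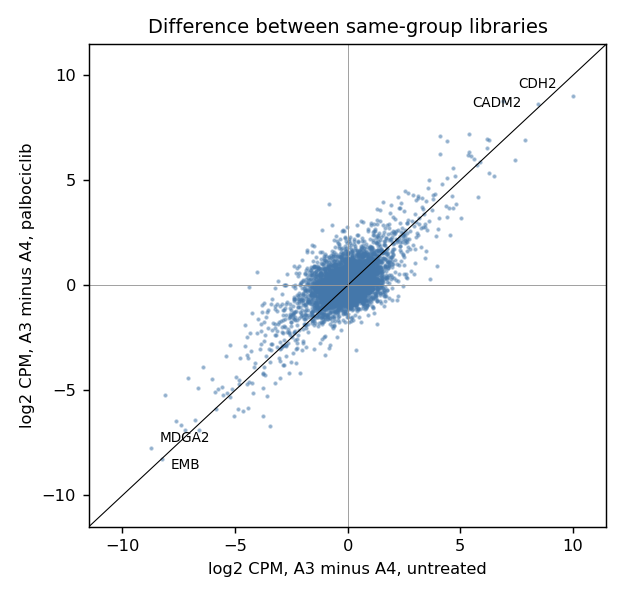
Each point is a tested gene, with the difference in log2 CPM between A3 and A4 in untreated cells on the horizontal axis and in palbociclib-treated cells on the vertical axis, and the line marks equal differences. The points spread along the line, with a correlation of 0.678, and CDH2, CADM2, EMB and MDGA2 lie near its ends.

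The main comparison asked which transcripts changed when CDK2 knockout cells were exposed to palbociclib. Of 14790 genes tested, 5740 (38.8%) changed in edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p-value under 0.05, with 2908 higher and 2832 lower after treatment. Among them, 3050 changed at least 2-fold, of which 1768 were higher and 1282 lower. Because same-numbered samples deviated together (correlation 0.678), the fit with the replicate number as a block was set beside this. It called 7760 genes, 4203 higher and 3557 lower, and included all 5740 genes of the fit without the block in the same direction. With TMM factors in the block fit, 3920 genes were higher and 4189 lower, so the larger direction depended on the scaling. The biological coefficient of variation was 26.1% without the block and 12.5% with it. The setting that moved the count most was a test against a 2-fold change, which left 899 genes. The median log2 fold change of all tested genes was 0.09 with total count scaling and 0.01 with TMM factors, and the share of higher genes among the calls was 50.7% and 44.7% respectively. The changes within the A3 pair and within the A4 pair correlated at 0.887 across genes. Among all tested genes, at least a 2-fold change in the same direction in both pairs was seen for 3084 genes, and in opposite directions for 9.

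**Figure D2:**
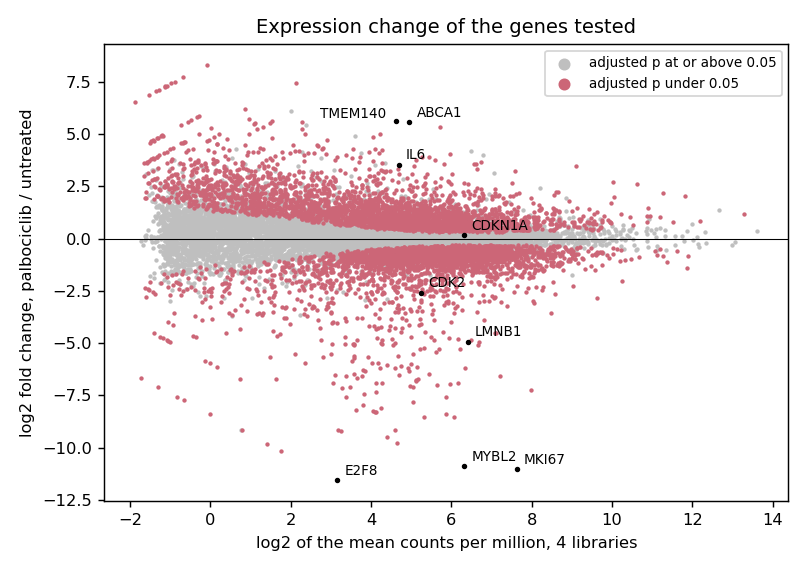
Each point is a tested gene, with the log2 of its mean CPM over the 4 samples on the horizontal axis and its log2 fold change, palbociclib over untreated, on the vertical axis, red marks an adjusted p-value under 0.05 and black the genes labelled. The 5740 called genes lie on both sides of 0, and MKI67, MYBL2 and E2F8 lie lowest among the genes labelled.

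The genes with the largest decreases under the naming rule were E2F8, MKI67, MYBL2, BIRC5 and PBK. E2F8 (ENSG00000129173, chromosome 11, 19224063 to 19241620) had 232 and 608 reads in untreated A3 and A4 and 0 in both treated samples. Its group mean was at least 114-fold lower. MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126423) encodes the proliferation marker Ki67. It fell from 396 ± 268 CPM (SD, n = 2) to 0.181 ± 0.0244 CPM (SD, n = 2), from 4191 and 14682 reads to 4 and 3, and its log2 fold change of -11.04 (SE 0.92) had an adjusted p of 0.00437 in edgeR's quasi-likelihood test, or 1.22e-05 with the replicate block. MYBL2, BIRC5 and PBK were at or under 2 reads in each treated sample. Their group means were at least 1020-fold, 322-fold and 268-fold lower. PBK overlaps ESCO2 on the opposite strand, and E2F8 overlaps an antisense transcript, so part of their counts could belong to the other gene.

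The genes with the largest increases were TMEM140, ABCA1, PIP, KLHL24 and SATB1, with log2 fold changes of 5.61, 5.56, 5.33, 5.02 and 5.01. ABCA1 (ENSG00000165029, chromosome 9, 104781006 to 104928155), a cholesterol efflux transporter, rose from 1.26 ± 0.591 CPM (SD, n = 2) to 60.7 ± 17.3 CPM (SD, n = 2), with an SE of 0.43 and an adjusted p of 0.00411 in edgeR's quasi-likelihood test, or 1.72e-05 with the replicate block. PIP differed most between the treated samples, at 153 CPM in A3 and 52.4 CPM in A4. KLHL24 varied least relative to its mean, at 38.3 and 34.7 CPM. TMEM140 overlaps CYREN, ABCA1 overlaps an unnamed gene on the opposite strand, and SATB1 overlaps TBC1D5 on its own strand and an antisense transcript, so their counts are less certain.

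A list of markers comprised drug targets, genes for proteins or transcripts measured in the study, and CCND1, a cyclin partner of CDK4 and CDK6. Of the 17 markers, 11 were lower and 2 higher under palbociclib, and 4 were not called changed. The same number, 13, was called when the p-values were adjusted over the list alone, and 13 were called with the replicate block. LMNB1, which encodes lamin B1 (ENSG00000113368, chromosome 5, 126776623 to 126837020), fell from 164 ± 23.5 CPM (SD, n = 2) to 5.37 ± 1.29 CPM (SD, n = 2), a log2 fold change of -4.94 (SE 0.23) with an adjusted p of 0.00249 in edgeR's quasi-likelihood test, or 1.22e-05 with the block. The cyclin E genes CCNE1 and CCNE2 changed by -2.18 and -5.52 on the log2 scale, and H2AX by -2.21. The drug targets CDK4 and CDK6 fell by less, with log2 fold changes of -0.78 and -0.79, as did RB1 at -0.74 and RBM39 at -0.36. BCL2 was low in untreated cells, at 1.43 CPM, and its group mean was at least 9.15-fold lower in treated cells. The 2 markers that rose were GLB1, which encodes lysosomal β-galactosidase, with a log2 fold change of 1.29 (SE 0.12) and an adjusted p of 0.00434, and BCL2L1, which encodes BCL-xL, with 1.21 (SE 0.20) and an adjusted p of 0.0128, both in edgeR's quasi-likelihood test.

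The markers without a call were CDKN1A, CCND1, CCNH and BCL2L2. CDKN1A, which encodes p21, averaged 75.5 ± 31.8 CPM (SD, n = 2) in untreated and 84.8 ± 3.18 CPM (SD, n = 2) in treated cells. Its log2 fold change of 0.17 (SE 0.31) had an adjusted p of 0.705 in edgeR's quasi-likelihood test, and 0.495 with the replicate block. The change was 0.72 in the A3 pair and -0.25 in the A4 pair, so the pairs went in opposite directions. CCND1 and CCNH had log2 fold changes of 0.47 and -0.27, with adjusted p-values of 0.12 and 0.128 in the edgeR test, and that of BCL2L2 was 0.00, with an adjusted p of 0.99. The BCL2L2 change was too close to 0 to have a direction. Of the markers, CCNE1, H2AX, LMNB1, MKI67 and RBM39 had no annotated gene on the opposite strand, and the counts of the others are less certain.

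**Figure D3:**
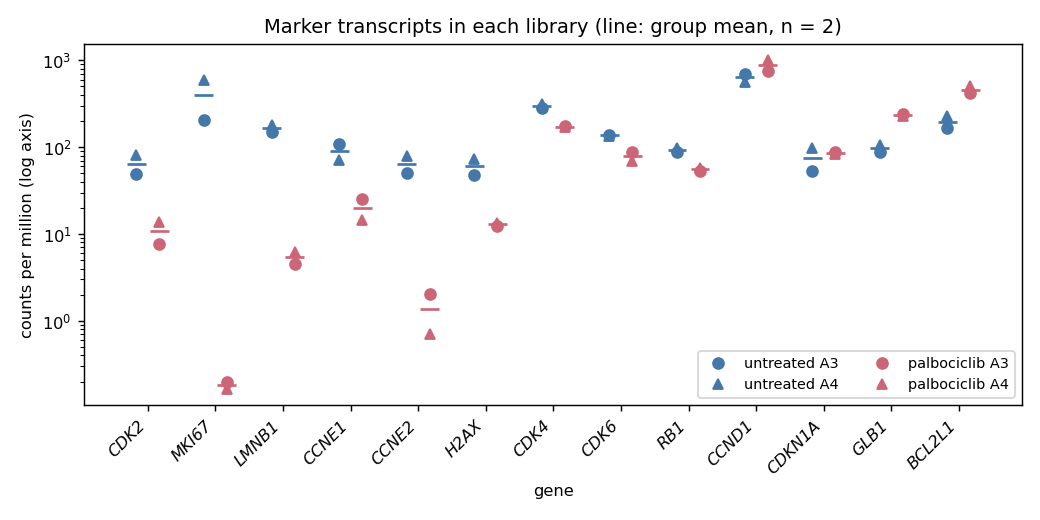
CPM of 13 markers on a log axis in the 4 samples, with circles for A3, triangles for A4, blue for untreated, red for palbociclib and a line at the mean of each group (n = 2). MKI67 shows the widest gap between groups, at 396 against 0.181 CPM, while the values of CDKN1A in the groups overlap.

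Gene set enrichment addressed whether genes raised in senescence were raised by palbociclib. Of the 5 senescence sets, 3 had a positive score with an adjusted p-value under 0.05. The normalized enrichment score was 1.86 for the Casella set (adjusted p 0.00322 over the 5 sets), 1.70 for the SASP set (adjusted p 0.0131) and 1.59 for the Hernandez-Segura set of raised genes (adjusted p 0.027), from 10000 gene permutations. The Purcell set scored 1.28 and the Fridman set 1.26, each with an adjusted p of 0.137 in the same permutation test. Their unadjusted p-values in that test, 0.137 and 0.119, were also above 0.05. The replicate block, added because same-numbered samples deviated together (correlation 0.678), left 3 sets past the threshold, with scores of 1.89 for Casella, 1.71 for SASP and 1.61 for Hernandez-Segura, and of 1.27 for Purcell and 1.31 for Fridman. All 5 scores were positive in the A3 pair alone and in the A4 pair alone. The Purcell score was 1.69 in the A3 pair and 1.08 in the A4 pair. This count moved most with low-count filters and the prior count. It was 5 when at least 10 counts were required in every sample or with a prior count of 5, and 1 when at least 1 count in any sample was enough.

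The sets were not all fully measured. Genes tested made up 81.4% of the Casella set, 70.5% of the Purcell set, 87.5% of the Hernandez-Segura set, 67.9% of the SASP set and 83.1% of the Fridman set. In the Casella set 23 of 35 tested genes were called higher and 1 lower, in the Purcell set 10 of 31 were higher and 5 lower, in the Hernandez-Segura set 17 of 28 were higher and none lower, in the SASP set 10 of 19 were higher and 1 lower, and in the Fridman set 16 of 64 were higher and 4 lower. The median log2 fold change of the Casella set, 0.94, lay at percentile 100 of 10000 expression-matched random lists, and that of the Fridman set, 0.12, at percentile 85.9. The Purcell set reached percentile 99.8 with a median of 0.81, although its enrichment score was not past the threshold.

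The naming rule took the 3 called members with the largest increases in each set, so it left out the members that fell. The largest called decrease was that of CYP1A1 in the Purcell set, chosen after its values were seen, which had 18 and 89 reads in untreated A3 and A4 and 1 and 0 in treated A3 and A4. The group mean of CYP1A1 was at least 14.2-fold lower, with an adjusted p of 0.0229 in edgeR's quasi-likelihood test. CXCL8 (ENSG00000169429, chromosome 4, 73740519 to 73743716), a secreted chemokine of the SASP set, rose from 15.7 ± 8.93 CPM (SD, n = 2) to 198 ± 35.9 CPM (SD, n = 2), a log2 fold change of 3.64 (SE 0.48) with an adjusted p of 0.00934 in edgeR's quasi-likelihood test. IL6 changed by 3.53 and ICAM1 by 3.05 on the log2 scale, ICAM1 from only 8 and 7 reads in untreated A3 and A4. Among the called members of the Fridman set the largest increases were those of IGFBP5, IGFBP1 and FN1, with log2 fold changes of 4.84, 2.04 and 2.01. Among those of the Purcell set ICAM1 was followed by APOL1 at 2.37 and DUSP6 at 2.27, of which DUSP6 had an adjusted p of 0.0499 in the edgeR test and was no longer called with TMM factors or DESeq2 size factors, while its adjusted p was 7.46e-05 with the replicate block. In the Hernandez-Segura set the called genes CHMP5, PLXNA3 and SLC16A3 rose by 1.36, 1.34 and 1.27. The called Casella genes with the largest increases were expressed at low levels. LINC02154 was at or under 2 reads in untreated samples, and its group mean was at least 8.77-fold higher in treated samples. PTCHD4 and GPR155 had log2 fold changes of 3.75 and 3.71. PTCHD4 was also no longer called under those scalings, and its adjusted p in the edgeR test was 0.0486 without the block and 0.0168 with it. Without a filter on low counts, CXCL8, FN1, APOL1, DUSP6, PLXNA3 and SLC16A3 were no longer called. Their adjusted p-values in the edgeR test then ran from 0.0653 for PLXNA3 to 0.265 for DUSP6. CYP1A1, CXCL8, APOL1, CHMP5, IGFBP1, FN1, GPR155 and LINC02154 overlap no other annotated gene, while the other members named here overlap at least 1.

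Cell cycle genes were tested because palbociclib blocks the passage from G1 to S phase. Of 43 S-phase genes 42 were called lower and of 54 G2/M genes 52 were called lower, and none was called higher in either list. The normalized enrichment scores were -3.13 for S phase and -3.19 for G2/M, and -3.14 and -3.20 with the replicate block (pairing correlation 0.678). The adjusted p was 0.000274 for each, the smallest that the gene permutations could give here. The median log2 fold change was -3.08 for the S-phase list and -3.85 for the G2/M list.

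**Figure D4:**
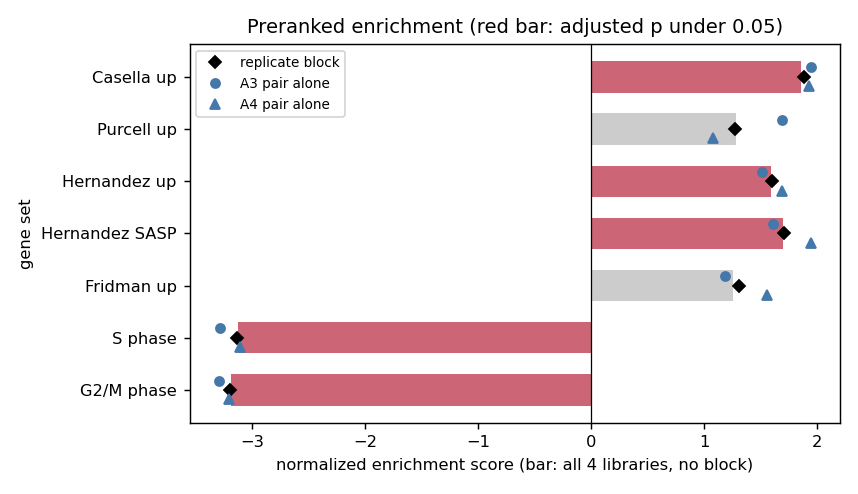
Normalized enrichment scores of the 5 senescence sets and the 2 cell cycle lists, with bars for the fit of all 4 samples without the block, diamonds for the fit with the replicate block, and circles and triangles for the A3 and A4 pairs alone. The senescence sets all score above 0, with 3 red bars past the threshold, and the S-phase and G2/M bars reach -3.13 and -3.19.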

Values the study reported

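For A549 cells lacking CDK2, the study reported enrichment of 4 out of 5 senescence signatures after palbociclib treatment, relative to untreated cells. The study showed p-values of the enrichment score and named no adjustment over the sets, whereas the sets here were judged by adjusted p-values.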

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

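The interferon response list was fixed before the data were examined, and all the tests in this part were chosen after its opposite directions, or the multiply aligned shares, had been seen.

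The median of the interferon response list moved in opposite directions in the same-numbered pairs. Over 41 tested genes, the median log2 fold change was 0.80 in the A3 pair and -0.23 in the A4 pair, a difference of 1.02. Of these genes, 15 rose in A3 and fell in A4, and 16 rose in both. The 15 were counted by sign alone. They include changes as small as 0.007, for BST2 and OASL in the A3 pair, and low levels, such as RSAD2 at 0.148 CPM in untreated A3. Each pair holds 1 untreated and 1 treated library, so this difference between A3 and A4 was not tested with replicates. Scaling between libraries was examined by centring each pair on the median of all tested genes, and the A4 median stayed negative at -0.33 while that of A3 was 0.73. Removing GC content and transcript length trends left opposite signs too, with -0.37 in A4 and 0.72 in A3 afterwards. Expression-matched random lists gave differences from -0.27 to 0.24 in their central 95%, and the observed difference lay at percentile 100 of 10000, but the list was singled out for this difference, so the percentile only describes it. The starting levels also differed, since the list was lower in A3 than in A4 by a median of 0.43 on the log2 scale in untreated cells, and higher in A3 by 0.13 in treated cells. Neither scaling nor the small GC and length trends brought the medians to the same sign, and chance in a list singled out this way cannot be excluded. The difference may reflect the unequal starting levels as much as an unequal response, and these were not separated. This remains a hypothesis from 1 pair on each side, and a difference in handling between single libraries was not tested.

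Reads aligned to more than 1 place, which enter no gene count, made up a larger share under palbociclib. They were 6.21% and 6.28% of all reads in palbociclib A3 and A4, against 5.86% and 5.59% in untreated A3 and A4. Mitochondrial reads carried 11.8% of the rise, so they are not its main source. The share followed library size in strict inverse order over the 4 libraries (Spearman rank correlation -1), with the treated libraries being the smaller ones, but the A3 pair goes against depth as the main source. Its libraries differed by 0.558% in total gene count and the share still rose by 0.353 percentage points, more than the 0.272 points between the untreated libraries, which differed by 19.2% in total. This rests on 1 pair, and no biological explanation was tested.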

How the results depend on the processing

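The count of changed genes kept within 1.5 times of 5740 under each scaling, filter, block and thinning tried and under DESeq2 and limma-voom, from 5499 with at least 10 counts in every sample to 8109 (3920 higher and 4189 lower) with the replicate block and TMM factors. It was 7760 with the replicate block alone. The test against a 2-fold change gave 899 genes, 395 higher and 504 lower, which is a stricter question. TMM factors and DESeq2 size factors shared 5403 and 5459 calls with total count scaling. The pairing correlation of 0.678 ranged from 0.564 with at least 10 counts in every sample to 0.68 with GC and length trends removed.

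The S-phase, G2/M, Casella, cholesterol synthesis and lysosome scores kept their direction and their side of the threshold under every alternative with a test. The other senescence sets did not. With at least 10 counts in every sample, Purcell scored 1.62 and Fridman 1.54, both now past the threshold, which made 5 sets. That filter removed 1662 of the tested genes, including 165 called lower, 414 called higher and 20 of the 97 cell cycle genes. With at least 1 count in any sample, which keeps 26193 genes, Hernandez-Segura at 1.5, SASP at 1.34 and the p53 list at 1.27 were no longer past the threshold, the interferon score reversed to -0.67, and 1 set was left. A prior count of 5 raised Purcell to 1.49 and Fridman to 1.40, again giving 5 sets. Ranking by the signed square root of F gave 1.89 for Fridman, and weight 0 gave 1.97 for Purcell, each also past the threshold. The p53 list fell just short with the replicate block, at 1.48 (adjusted p 0.0507 from permutations), and with older symbols matched, also at 1.48. Its adjusted p ranged from 0.00396 to 0.199 over the alternatives. The cause of these changes was not tested.

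Leaving out 1 sample at a time left a group with 1 library, so only values are given. Over the 4 fits, genes with at least a 2-fold change numbered from 4595 to 4905, against 4185 with all samples and no threshold on p. Scores ranged from 1.49 to 1.89 for Casella, 1.37 to 1.70 for Hernandez-Segura, 1.47 to 1.70 for SASP, 1.01 to 1.33 for Purcell, 1.14 to 1.37 for Fridman, 1.61 to 1.88 for lysosome, 1.25 to 1.53 for p53 targets, -2.08 to -1.70 for cholesterol synthesis, -1.12 to 1.31 for interferon response, -3.25 to -2.87 for S phase and -3.27 to -2.98 for G2/M.

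Outside the leave-one-out fits, 28 of the 40 genes named kept their direction and their side of the threshold under each alternative in which they were tested. Single genes were not checked under limma-voom, the test against a 2-fold change or thinning. The filter of at least 10 counts in every sample left 10 of the 40 untested, among them MKI67. Of the 28, 20 were tested under all the alternatives checked gene by gene. The BCL2L2 change of 0.00 had no direction to lose and followed the shift that a scaling gives every gene, to -0.071 with TMM factors, -0.058 with DESeq2 size factors, -0.068 with the replicate block and TMM factors and -0.057 in the DESeq2 Wald test. Across the leave-one-out fits it ranged from -0.11 to 0.13, and CDKN1A from -0.21 to 0.68, so the sign of each depended on the sample left out. The size of some larger changes depended on it too. The log2 fold change of PTCHD4 ranged from 2.89 to 7.90, while that of KLHL24 kept to 4.88 to 5.20. Outside the leave-one-out fits, the other changes in the alternatives checked gene by gene were losses of a call, 14 in all. Of these, 10 came without a low-count filter (APOL1, CCNE1, CDK2, CXCL8, DUSP6, FN1, PBK, PIP, PLXNA3 and SLC16A3) and 4 (DUSP6 and PTCHD4) from the scalings. DUSP6 and PTCHD4 were called with the replicate block.

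Depth limits the genes at the floor. With 3 reads worth 0.149 and 0.164 CPM in the treated libraries, the decreases of E2F8, MYBL2, BIRC5, PBK and BCL2 are bounds.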

Other observations

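The 4 further gene lists were fixed before the data were examined, and the tests on the deviations shared by same-numbered samples, on histone genes and on MTND1P23 were chosen after those patterns were seen.

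Same-numbered samples deviated together, with a correlation of 0.678 across genes. Counting noise is too small to make up the deviations themselves, as the smaller chi-square per degree of freedom was 32.8. That value does not address why same-numbered samples share them. Library depth does not account for it, with a correlation of 0.664 after thinning all libraries to the smallest total, and the correlation was 0.68 after GC and length trends were removed, which took away 1.2% of the variance of the A3 to A4 differences in untreated cells and 0.477% in treated cells, so those trends were small to begin with. Regional gain or loss of chromosome segments was tested over 293 bins of 10 Mb. The mean absolute bin median of the difference between A3 and A4 was 0.0494, at percentile 100 of 1000 shuffles of the gene order, whose largest value was 0.0426. In the bin from 60000001 to 70000000 on chromosome 15 the median difference was -0.33 in untreated and -0.29 in treated cells over 71 genes, and from 30000001 to 40000000 on chromosome 19 it was 0.35 and 0.30 over 121 genes. Removing bin medians changed the correlation only from 0.68 to 0.678, so segment differences may exist but carry little of the pattern. Genes such as CADM2, at 33.0 and 38.3 CPM in the A3 samples and 0 in both A4 samples, would also arise if A3 and A4 were separately derived cell populations. The study describes the selection of single-cell CDK2 knockout clones in this line, but the labels do not say whether A3 and A4 are such clones, and the series text calls the duplicates technical. In the fit with the replicate block, 245 genes differed at least 4-fold between A4 and A3. Differences of that size and number argue against repeat libraries of a single cell population. Whether A3 and A4 are such clones cannot be settled from the counts alone.

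Cholesterol synthesis genes fell. The list scored -1.99 (adjusted p 0.00104 over 4 lists from permutations, -1.97 with the replicate block), 11 of 24 genes were called lower and none higher, and the median log2 fold change of -0.66 lay at percentile 0.02 of 10000 expression-matched random lists. It was negative in both pairs, at -0.47 and -0.69. Lysosome genes rose, with a score of 1.87 (adjusted p 0.00104, 1.86 with the block), 24 of 38 called higher and 1 lower, and a median at percentile 100. p53 target genes scored 1.48 (adjusted p 0.0468, but 0.0507 with the block), with 14 of 31 called higher and 2 lower and a median at percentile 99.9. Interferon response genes scored 0.93 (adjusted p 0.596), with a median at percentile 34.0 and opposite signs in the pairs, a negative result. Scaling by TMM or DESeq2 size factors and removal of GC and length trends left the direction and side of the threshold of these 4 scores as they were. The first 2 lists are consistent with a response of lipid and lysosomal genes to the treatment, which these data cannot separate from the arrest of growth itself.

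Clustered histone genes rose while the cell cycle genes fell. Of 16 tested, 15 were called higher, with a median log2 fold change of 3.44. The remaining gene, H4C16, had an adjusted p of 0.0666 in edgeR's quasi-likelihood test, and 0.0297 with the replicate block. The summed CPM of the 65 such genes in the files went from 20.2 and 33.1 in untreated A3 and A4 to 296 and 262 in the treated samples. Scaling between libraries leaves this in place, with 15 called higher in the TMM and DESeq2 size factor fits, and the median was 3.35 after removal of a GC and length trend that held 0.435% of the variance of the fold changes. Reads shared between near-identical copies were less easily examined. Multiply aligned reads on chromosome 6, which holds the largest histone cluster, rose by 1080 on the CPM scale against a histone gain of 252. A shift from multiple to unique alignment would lower them, so the direction goes against it, but the reads of the whole chromosome cannot tell what happened at the histone genes alone. Replication-dependent histone mRNAs mostly lack poly(A) tails, and polyadenylated forms may make up what was counted here, which was not tested. H2AX, a histone gene outside the clusters, fell, with a log2 fold change of -2.21.

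MTND1P23, a nuclear copy of part of a mitochondrial gene (chromosome 1, 629062 to 629433), was counted at 39.9 and 46.3 CPM in untreated and palbociclib A4 but at 0.592 and 0.694 CPM in the A3 samples. Mitochondrial read amount is not the reason, since MT-ND1 itself differed by at most 0.026 on the log2 scale. Neighbouring copies of other mitochondrial genes in the same block with a mean of at least 5 CPM differed by at most 0.28 between A4 and A3, while MTCO3P12, at 0.797 to 1.63 CPM, was lower in A4 by 0.71 in untreated cells. That is consistent with a mitochondrial sequence variant that moves reads to this copy in A4, a hypothesis that would need the reads themselves. A difference in the nuclear copy itself was not tested.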
